A study of Mus musculus with 22 samples.

How the data were processed

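RNA was measured in fibroblasts sorted from the back skin of mice after surgery. Per the labels, every mouse was operated on, an expander hydrogel was placed under the skin of EXP mice, and CTRL mice were operated on without one. The labels put 22 libraries into 6 groups of day and treatment. Day 1 had 4 CTRL and 5 EXP libraries, day 2 had 3 CTRL and 3 EXP, and day 4 had 4 CTRL and 3 EXP. Per the labels, cells carrying CD31, CD45, CD117 or EpCAM were excluded, live cells positive for CD34 and PDGFRα were kept, and their RNA went into ultra-low-input paired-end libraries.

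The authors deposited a single table of raw read counts per gene, with 1 column for each library and Ensembl mouse gene identifiers as names. Per the labels' protocols, the sequencing was done on an Illumina platform. The aligner, the counting tool, the genome build, the annotation release, strandedness and any filter are stated neither by the labels nor by the file header. Whether a read was assigned by strand is therefore open, and counts of genes that overlap on opposite strands are uncertain. The table held 55414 genes, and 0 of its columns belonged to a library outside the labels. Gene names came from GENCODE M21, which gave a symbol for 52081 of the 55414 identifiers. The release behind the table is not stated and M21 did not name all of its identifiers, so no genomic coordinates are given here. Of the 41 genes chosen by the rule for named genes, 11 have exons that overlap an exon of another gene in M21.

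Library totals ran from 21461294 to 30210204 counts. The smallest level taken as detectable was 3 counts, which is 0.0993 to 0.140 CPM (counts scaled to a common library total) depending on the library. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. Replicates of a group differed by far more than sampling noise. Chi-square per degree of freedom between replicate pairs was 26.7 to 403, with log2 CPM correlations of 0.915 to 0.972, and no pair was treated as a single library.

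Counts were analysed as deposited in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 6 groups (minimum count 10), which left 17554, and libraries were scaled by TMM. The quasi-likelihood F-test (robust glmQLFit, glmQLFTest) was fitted to all 22 libraries together with a mean per group, leaving 16 residual degrees of freedom. Contrasts were EXP against CTRL on each day, the joint difference of the EXP effect between days, and the joint change over days within each arm. P-values were adjusted by Benjamini-Hochberg within each contrast, and a gene was called at an adjusted p under 0.05. Standard errors are those of the log2 fold changes. CPM of the sort markers were taken on library totals, and CPM of the other named genes on TMM-scaled totals. Log2 CPM used a prior count of 2. Gene lists were tested with camera (limma 3.58.1, two-sided, with the inter-gene correlation estimated for each list), adjusted over the 16 lists on fibroblast, wound and stretch biology within a contrast. Lists of markers of other cell types were tested apart from these. The lists were written by hand from general knowledge. Where all libraries of a group had 3 counts or fewer, the fold was computed against 3 counts and is given as a lower bound.

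Named genes were chosen by a fixed rule. For each day they were the 5 genes with the largest rise and the 5 with the largest fall among called genes with a mean of at least 5 CPM over the compared libraries and no overlap between EXP and CTRL libraries. To these were added the 5 genes with the smallest p for the day-dependent effect, 5 genes called on the most days in one direction, ordered by the largest of their p-values over those days, and the sort markers Pdgfra, Cd34, Pecam1, Ptprc, Kit and Epcam.

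The edgeR and camera tests were first tested on simulated data, with counts drawn from the means and totals of the real libraries and 200 of 17109 genes changed. At an adjusted p under 0.05 edgeR recovered 51% of the genes changed 2-fold and 79% of those changed 4-fold, with 8 false calls among 138. On a simulated day without changes edgeR made 0 calls. A list of 23 genes shifted 1.5-fold had a camera adjusted p of 4.84e-05, and 0 other lists passed. The simulated genes varied independently of each other, whereas genes of a list can vary together in the real libraries. The simulated list therefore does not show how readily a shifted list passes in the real data.

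The labels record no processing batch. Genes with a correlation above 0.9 to a common gene across libraries, after group means were removed, were searched for a split of the libraries apart from the groups. Transcript length and peak GC, the highest GC share of a window along the longest transcript, came from M21 and existed for 97.6% of the tested genes. Same-numbered CTRL and EXP libraries of a day share a replicate number in the labels. They are different mice, and the pairing comes only from that number. Pairing was checked by the correlation of deviations from the group means. As a block, the number was used within a day, except for changes over days within an arm, where it was used across days. The block within a day uses up residual degrees of freedom. It also takes libraries without a same-numbered partner out of the comparison, so fewer calls under it can reflect lost power.

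Alternatives were DESeq2 (version 1.42.0) as test or as source of size factors, limma voom with quality weights, library totals without TMM, other filters and thresholds, fits of only the groups compared, the replicate number as a block, other settings of the list test and leaving out each library. Added after the data were seen were the library split as a covariate or as a subset, offsets for peak GC and transcript length (loess span 0.5), the block with the peak-GC offset, a keratinocyte marker score as a covariate, and totals without the 10 genes with most counts. A sex covariate was not run because Xist reached at most 1 count in any library while Ddx3y was at 76.0 CPM or more in all of them.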

Results

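The transcriptome of sorted skin fibroblasts was profiled at 1, 2 and 4 days after the operation, in mice with an expanding hydrogel under the skin (EXP) and in operated mice without it (CTRL). The 22 libraries comprised 4 CTRL and 5 EXP on day 1, 3 CTRL and 3 EXP on day 2, and 4 CTRL and 3 EXP on day 4. Total counts per library lay between 21461294 and 30210204, and 17554 genes had enough counts to be tested. The first principal component of log2 CPM carried 26.9% of the variance and the next 16.2%.

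The genes of the sorted surface proteins were examined first. Cd34 (ENSMUSG00000016494) was at 1380 ± 162 CPM (SD, n = 4) in CTRL and 459 ± 187 CPM (SD, n = 5) in EXP on day 1. On day 2 it was at 1542 ± 145 CPM (SD, n = 3) in CTRL and 496 ± 218 CPM (SD, n = 3) in EXP. The log2 fold change of Cd34 was -1.76 on day 1 (SE 0.34, edgeR quasi-likelihood adjusted p 7.02e-04) and -2.06 on day 2 (SE 0.43, adjusted p 0.00375). On day 4 the difference of -0.90 (SE 0.39, adjusted p 0.103) did not pass, with 1710 ± 428 CPM (SD, n = 4) in CTRL and 1068 ± 502 CPM (SD, n = 3) in EXP. Pdgfra (ENSMUSG00000029231) was higher in EXP, with log2 fold changes of 0.84 (SE 0.25, adjusted p 0.0159) on day 1, 1.71 (SE 0.31, adjusted p 0.00128) on day 2 and 0.81 (SE 0.28, adjusted p 0.0415) on day 4. The day 4 call of Pdgfra was lost in 5 of the 7 fits that each left out a library. Genes of the excluded surface proteins were low in every library, at most 3.76 CPM for Pecam1, 0.248 for Ptprc, 0.752 for Kit and 1.89 for Epcam. Ptprc and Kit had too few counts to test. Pecam1 passed on no day, and the fall of Epcam on day 1 (-1.99, SE 0.74, adjusted p 0.0498) was no longer past the threshold in 7 of the 9 fits that each left out a library.

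**Figure D1:**
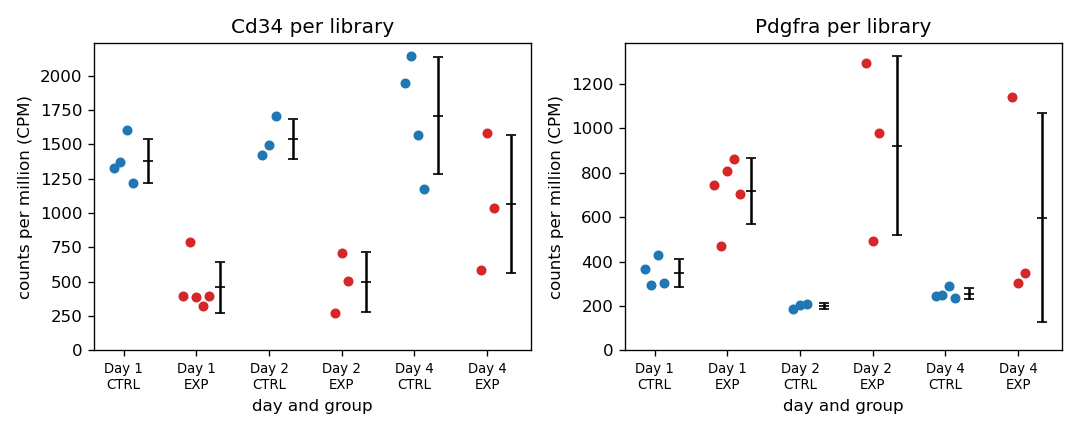
Cd34 and Pdgfra in CPM (y axis) for each library by day and group (x axis), with blue points for CTRL, red points for EXP and black bars for mean ± SD. On days 1 and 2 every EXP library lay below every CTRL library for Cd34 and above every CTRL library for Pdgfra, and on day 4 the Cd34 values of the groups overlapped.

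The libraries also differed in composition. The genes Col3a1, Col1a1 and Col1a2 together took 22.9 ± 2.19% of counts (SD, n = 4) in CTRL and 12.2 ± 2.34% (SD, n = 5) in EXP on day 1. The corresponding shares were 28.6 ± 1.92% (SD, n = 3) and 12.2 ± 4.73% (SD, n = 3) on day 2, and 26.0 ± 3.59% (SD, n = 4) and 16.4 ± 7.27% (SD, n = 3) on day 4. CTRL and EXP libraries did not overlap in this share on days 1 and 2, and overlapped on day 4. Apart from the groups, 188 genes around Rnf10 rose and fell together across libraries. Their mean log2 CPM left a gap of 0.62, between 4.23 and 4.86, that set 7 libraries apart from the other 15. The high side held 3 CTRL and 2 EXP libraries of day 1 and 2 CTRL libraries of day 4, and all other libraries were on the low side. What set these libraries apart is not recorded in the labels. This library split is used in the comparisons that follow. On day 2 all libraries were on the low side. On day 4 all EXP libraries were on the low side, so for the high-side CTRL libraries split and treatment could not be told apart.

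**Figure D2:**
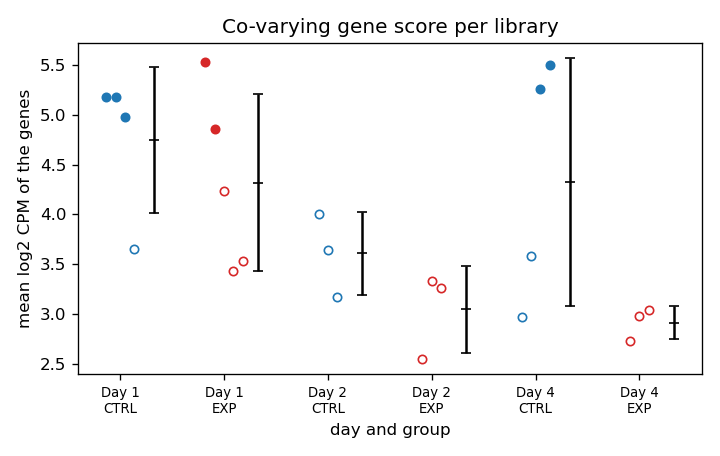
Mean log2 CPM of the 188 co-varying genes (y axis) for each library by day and group (x axis), with filled circles for the high side, open circles for the low side, blue for CTRL, red for EXP and black bars for mean ± SD. The 7 high-side libraries lay at 4.86 or above and belonged to day 1 CTRL, day 1 EXP and day 4 CTRL.

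The comparison of EXP with CTRL on day 1 addressed the early response to the expander. Of 17554 genes, 5003 were called, 2392 higher and 2611 lower in EXP. Among the alternatives that kept all libraries, requiring in addition an absolute log2 fold change of 1 moved this count most, to 2510. Among the 3 CTRL and 2 EXP libraries on the high side of the library split, 2221 genes were called, and the low side, with 1 CTRL library, was too small to compare. The largest rise was that of Tnfsf11 (ENSMUSG00000022015), from 0.284 ± 0.183 CPM (SD, n = 4) to 20.5 ± 9.57 CPM (SD, n = 5), a log2 fold change of 6.14 (SE 0.76, adjusted p 1.88e-05). It was followed by Saa2 (6.02, adjusted p 4.48e-04), Csf3 (5.70, adjusted p 1.99e-04), Lcn2 (5.36, adjusted p 8.13e-04) and Saa1 (5.36, adjusted p 2.65e-04). Saa1 and Saa2 are close paralogs, so reads may have been divided between them and their separate values are uncertain. The largest falls were those of Rassf4 (ENSMUSG00000042129), from 14.03 ± 2.02 CPM (SD, n = 4) to 0.638 ± 0.536 CPM (SD, n = 5; -4.46, SE 0.70, adjusted p 1.63e-04), Igfbp2 (-4.46, adjusted p 0.00115), Lrrc17 (-4.38, adjusted p 8.68e-07), Tbxa2r (-4.25, adjusted p 5.18e-06) and H2-T24 (-3.58, adjusted p 1.74e-04). H2-T24 belongs to a family of similar genes, and its count is uncertain for the same reason.

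On day 2, 2365 genes were called, 1378 higher and 987 lower. Scaling by library totals without TMM gave 4632, of which 90.5% were higher. Every CTRL library held 3 counts or fewer of Fgf23, Reg3g and Tnfsf11. Fgf23 (ENSMUSG00000000182) was at 61.1 ± 23.1 CPM (SD, n = 3) in EXP, at least 395-fold higher than CTRL (adjusted p 8.38e-04). Reg3g was at least 74.7-fold higher (adjusted p 0.00137) and Tnfsf11 at least 122-fold higher (adjusted p 1.65e-04). Lcn2 (8.08, adjusted p 0.00201) and Car4 (8.04, SE 1.66, adjusted p 0.00420) had the other large rises. The largest falls were those of Spon2 (ENSMUSG00000037379), from 567.5 ± 54.5 CPM (SD, n = 3) to 25.6 ± 19.4 CPM (SD, n = 3; -4.47, SE 0.94, adjusted p 0.00464), Pik3r6 (-4.32, adjusted p 0.00250), Cybrd1 (-3.72, adjusted p 0.00611), Miat (-3.72, adjusted p 8.48e-04) and Gm17455 (-3.64, adjusted p 0.00653). Comparing 3 with 3 libraries, an exact permutation test of a single gene could not have reached the threshold, and these p-values rest on the spread estimated across all libraries.

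On day 4, 3962 genes were called, 2390 higher and 1572 lower. Same-numbered CTRL and EXP libraries deviated together with a correlation of 0.112 on this day, and with the replicate number as a block 2780 genes were called. A fit of the day 4 libraries on their own called 1101. Pairs of day 4 EXP replicates had a chi-square per degree of freedom of 206.6 to 402.9, against at most 156.9 in any other group. The main fit takes a spread common to all groups, which may be too small for day 4 EXP, so the day 4 p-values may be too low. The fit of day 4 alone also had fewer libraries to estimate the spread. Among the 2 CTRL and 3 EXP libraries on the low side of the library split, 1 gene was called. The other 5 subsets of this size gave a median of 1 gene and at most 590. The low count therefore cannot say whether the day 4 calls hold within the split. Of 3885 day 4 calls tested on the low side, 3884 kept their direction, though these libraries also belong to the full comparison. Car4 (ENSMUSG00000000805) rose most, from 0.0532 ± 0.106 CPM (SD, n = 4) to 117.7 ± 170.7 CPM (SD, n = 3; 10.96, SE 1.55, adjusted p 2.57e-04). Hp rose from 1.40 ± 0.681 CPM (SD, n = 4) to 676.5 ± 59.3 CPM (SD, n = 3; 8.92, SE 1.35, adjusted p 3.72e-04). Over the 7 fits that each left out a library, Car4 ran from 8.31 to 14.6 and Hp from 8.65 to 9.20. These ranges overlap, so the top rank of Car4 is not settled. Every CTRL library held 3 counts or fewer of Reg1 and Cidec, which were at least 91.8-fold (adjusted p 0.00173) and at least 173-fold higher (adjusted p 0.00319) in EXP. Cfd rose by 8.82 (SE 1.84, adjusted p 0.00330). With the level of 4 other adipocyte markers as a covariate, Cfd (1.40, adjusted p 0.494) and Cidec (2.32, adjusted p 0.289) did not pass. The largest falls were those of Igfbp2 (-6.67, SE 1.27, adjusted p 0.00190), Nkd1 (-4.85, adjusted p 0.00236), Tmem132c (-4.43, adjusted p 0.0103), Cebpd (-4.11, adjusted p 0.00312) and Wnt11 (-3.81, adjusted p 0.00424).

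Since each day had its own controls, the contrasts of the 3 days shared no library. Of the genes called on at least 2 days, 2448 had the same direction on every day on which they were called, and 760 of them were called on all 3 days, 459 higher and 301 lower. The other 267 had opposite directions on some of their days. Of the 1359 genes called on both day 1 and day 2, 1269 had the same direction, as did 1335 of the 1588 called on days 1 and 4 and 1443 of the 1446 called on days 2 and 4. Across all tested genes, which are not independent replicates, the log2 fold changes correlated at Pearson 0.36 (Spearman 0.40) between days 1 and 2, 0.22 (0.25) between days 1 and 4, and 0.67 (0.65) between days 2 and 4. Keeping every gene with a count moved these most, to Pearson 0.166, 0.0979 and 0.320. Aldh1l1 (ENSMUSG00000030088) was among the genes with the smallest p on all days, with log2 fold changes of 2.93 (SE 0.32, adjusted p 5.60e-06), 5.79 (SE 0.46, adjusted p 4.11e-07) and 4.02 (SE 0.36, adjusted p 4.72e-06) on days 1, 2 and 4. Timp1 (2.38, 3.24 and 3.05), Acat3 (2.30, 3.02 and 2.09), Cpxm1 (2.01, 2.66 and 1.80) and Nek6 (2.19, 3.05 and 2.59) followed, each called on every day. Acat3 has a close paralog. The named genes Acat3, Aldh1l1, Cd34, Cdca8, Cebpd, Lrrc17, Miat, Nek6, Pdgfra, Stmn1 and Wnt11 overlap exons of other annotated genes, and their counts are uncertain to that extent.

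Whether the EXP effect differed between days was tested directly. It did for 1517 genes. With the replicate number as a block, where same-numbered libraries of day 4 correlated at 0.112, 392 genes passed. This block also left fewer residual degrees of freedom, so the lower count may reflect lost power. Lrrc17 (ENSMUSG00000039883) had the smallest p (adjusted p 2.69e-05). Its log2 fold change was -4.38 (SE 0.35) on day 1, -0.49 (SE 0.38, adjusted p 0.432) on day 2 and 0.98 (SE 0.36, adjusted p 0.0519) on day 4, and the values of days 2 and 4 did not pass. Its level in EXP went from 5.58 ± 2.67 CPM (SD, n = 5) to 132.9 ± 54.1 CPM (SD, n = 3) on day 4, against 116.1 ± 38.8 CPM (SD, n = 4) and 67.4 ± 27.4 CPM (SD, n = 4) in CTRL. Stmn1 (-2.74, 1.93 and 2.15 on days 1, 2 and 4), Spc24 (-3.33, 3.98 and 3.13) and Cdca8 (-3.10, 2.48 and 2.73) were lower in EXP on day 1 and higher on the later days, each with an adjusted p of 7.15e-05 for the day-dependent effect. Pdia5 fell by 1.63 on day 1 and rose by 1.41 on day 4, while its difference of 0.59 on day 2 did not pass (adjusted p 0.150). Its adjusted p for the day-dependent effect was 7.39e-05. Within EXP, 2478 genes changed over the days, and within CTRL 53 did, with 2465 at an unadjusted p under 0.05. With the replicate number as a block across days, the counts of called genes were 1471 in EXP and 21 in CTRL. Such a block ties together same-numbered mice of different days. Day is also a possible processing batch, which the labels do not record.

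Of the 16 gene lists, 0 passed on any day in the camera test after adjustment, with 2, 5 and 1 lists at an unadjusted p under 0.05 on days 1, 2 and 4. Treating each list on its own with fry moved these numbers to 9, 8 and 10. With the replicate block 0 lists passed on day 4, with 3 at an unadjusted p under 0.05. The 40 cell cycle genes had a mean log2 fold change of -2.38 on day 1, 2.38 on day 2 and 2.34 on day 4 (camera adjusted p 0.280, 0.141 and 0.221). Of these genes 28 were called lower on day 1, 22 higher on day 2 and 35 higher on day 4. Adjusted over the list alone, 32, 33 and 37 of them passed. The difference between the effects of day 2 and day 1 was 4.75 (camera p 0.00231, adjusted p 0.0369), and between day 4 and day 1 it was 4.72 (adjusted p 0.163). With the replicate block the day 2 minus day 1 difference was 4.72 (adjusted p 0.166), and with the library split as a covariate it was 4.80 (adjusted p 0.0674). Over the fits that each left out a library its adjusted p ran from 0.0110 to 0.0694. Of 23 cholesterol synthesis genes 18, 22 and 18 were called higher on days 1, 2 and 4, with mean log2 fold changes of 1.27, 2.50 and 1.44 (camera adjusted p 0.280, 0.0857 and 0.221). The difference between days 2 and 1 did not pass (adjusted p 0.353).

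**Figure D3:**
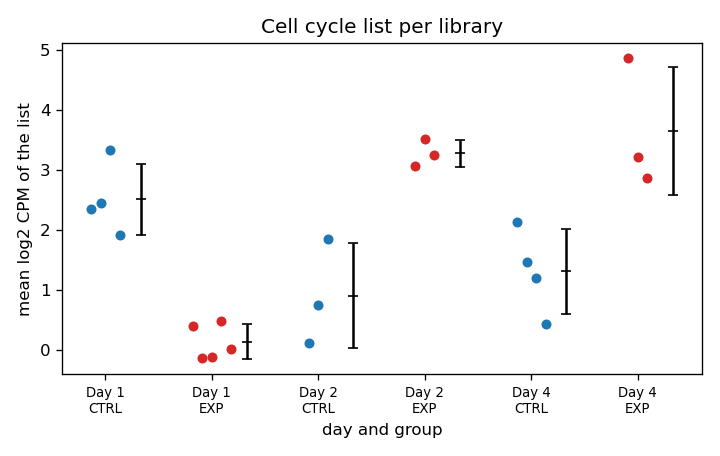
Mean log2 CPM of the 40 cell cycle genes (y axis) for each library by day and group (x axis), with blue points for CTRL, red points for EXP and black bars for mean ± SD. On day 1 the EXP mean of 0.14 lay below the CTRL mean of 2.52, and on day 2 the EXP mean of 3.28 lay above the CTRL mean of 0.91.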

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

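The tests of technical explanations in this part were chosen only after the result was seen, with some exceptions. These were the counts of other splits of the libraries, the replicate block and the fits that each left out a library.

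The EXP effect depended on the day for 1517 genes, and this difference was tested directly. The adjusted p was 2.69e-05 for Lrrc17, 7.15e-05 for Stmn1, for Spc24 and for Cdca8, and 7.39e-05 for Pdia5. In 100 random assignments of the libraries to days within each arm, the real included, 1 gave as many genes, the real one, and the next largest count was 13. These assignments also broke up any change over days common to both arms, so they do not test the day-dependent effect on its own. With the library split as a covariate 98.0% of the 1517 genes stayed past the threshold. The shares were 74.9% with a peak-GC offset, 83.1% with a transcript-length offset, 86.5% with a keratinocyte marker score as a covariate, and 93.3% with totals taken without the 10 genes with most counts. None of these corrections therefore accounts for the whole set. With the replicate block 371 of the 1517 genes were called. That block left fewer residual degrees of freedom, so lost power cannot be told apart from an effect of pairing. A batch that follows day and acts alike on both arms cancels in this contrast, whereas one that acts differently on the arms was not tested. The day-dependent effect cannot be told apart from such a batch.

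The cell cycle list moved in opposite directions on days 1 and 2, with a difference of 4.75 between the effects. The difference was 4.80 with the library split as a covariate, 4.55 with the peak-GC offset, 4.78 with the keratinocyte score, and at least 4.36 in the fits that each left out a library. The split covariate left the day 2 effect at 2.38, since all day 2 libraries were on the low side. Between day 1 and day 2 the list moved by -1.61 log2 CPM in CTRL and by 3.14 in EXP. A shift common to all libraries of a day cancels in the difference between the effects, and one that acts differently on the arms was not tested, so the reversal cannot be told apart from such a batch. The camera adjusted p ranged from 1.07e-41 to 0.166 over the alternatives, and was 0.166 with the replicate block and 0.0674 with the split as a covariate. As a hypothesis, an early fall and a later rise in dividing cells may lie behind this. A change in which cells passed the sort is another candidate explanation, for which no test was run.

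Single libraries stood far from the rest of their group in 29 of 195 groups of values with 4 or 5 libraries. Chance would give 9.75 if the values were normally distributed. The CPM of single genes were not log-transformed and need not be so distributed, so an excess over chance is not established. A further 9 groups lay at the detection floor and were not tested. Many of these values are of related genes in the same library, so they are not independent. The day 1 EXP replicate 2 accounted for 6. It had 790 CPM of Cd34 (others 326 to 399), 10.3 CPM of Lrrc17, 163.7 CPM of Fgf23, 2.94 CPM of Reg1, 230.2 CPM of Hp and a mean log2 CPM of 5.39 for TGF-beta targets (others 6.08 to 6.18). Without this library 4790 genes were called on day 1. The day 1 CTRL replicate 4 accounted for 4, with 20.03 CPM of Saa1, 7.81 CPM of Cfd, 3.00 CPM of Cidec and 6.42 CPM of Wnt11, and without it 4460 genes were called. It was the only day 1 CTRL library on the low side of the library split. The day 4 CTRL replicate 4 also accounted for 4, with 9.36 CPM of Saa2, 20.5 CPM of Saa1, 0.638 CPM of Fgf23 and 0.213 CPM of Car4, and without it 2884 genes were called on day 4. For these libraries no biological explanation was tested.

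Of the remaining values, day 1 EXP replicate 3 was highest for Saa2 (445 CPM) and Saa1 (886 CPM) and lowest for the pericyte and smooth muscle list (-0.50 mean log2 CPM). Day 1 EXP replicate 1 was highest for Nkd1 (14.5 CPM), Tmem132c (51.1 CPM) and Wnt11 (26.4 CPM). In day 1 CTRL, replicate 1 was highest for Lcn2 (4.41 CPM), replicate 2 lowest for immediate early genes (8.05 mean log2 CPM) and replicate 3 highest for the reticular and fascia list (6.55). In day 4 CTRL, replicate 1 was highest for Kit (0.201 CPM, others 0) and for the mature adipocyte list (-1.77). Replicate 2 was lowest for the share of the 3 leading collagen genes (20.6%, others 27.7 to 27.9%) and for Rassf4 (19.4 CPM), and replicate 3 for the lipid genes of fibroblasts (3.44) and for the melanocyte and Schwann list (0.21). Neither a technical nor a biological explanation was tested for these values.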

How the results depend on the processing

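The alternatives with the library split, the offsets, the keratinocyte score and the totals without the 10 genes with most counts were chosen only after the data were seen; the main tests, the gene lists and the other alternatives were fixed before the data were examined.

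On day 1 the 5003 calls stayed within 1.5-fold under all alternatives except the high side of the split (2221) and a required absolute log2 fold change of 1 (2510). The 2365 calls of day 2 became 4632 with library totals alone, 4544 with limma voom and 1571 with the fold requirement. The 3962 calls of day 4 became 1101 when only the day 4 libraries were fitted, 1 on the low side of the split and 2423 with the fold requirement. The genes with a day-dependent effect, 1517, became 2609 with DESeq2, 2297 with voom and 2603 at an adjusted p of 0.1. The 53 genes changing over days in CTRL became 163 with library totals alone, 104 at a mean of at least 5 CPM, 525 with DESeq2, 564 with voom, 326 when only CTRL was fitted, 22 with the split as a covariate, 102 without the 10 genes with most counts and 197 at an adjusted p of 0.1. The 2478 in EXP became 1334 when only EXP was fitted. The 2448 genes shared over days became 4069 with library totals alone and 1280 with the fold requirement. The cause of these changes was not tested, except for the sides of the split. For the high side of day 1, 19 of the 39 other subsets of 3 CTRL and 2 EXP libraries gave as few genes, but only 1 of the 9 with the same CTRL libraries did. For the low side of day 4, the other 5 subsets of 2 CTRL libraries with the 3 EXP libraries gave a median of 1 gene and at most 590, from the CTRL pair of the high side, so the split, the treatment and the number of libraries cannot be told apart.

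The correlation of effects across genes fell to 0.166 for days 1 and 2, 0.0979 for days 1 and 4 and 0.320 for days 2 and 4 without the filter on low counts. At a mean of at least 5 CPM it was 0.470 for days 1 and 2 and 0.798 for days 2 and 4. The number of gene lists passing went from 0 to 8, 9 and 12 on days 1, 2 and 4 with the inter-gene correlation preset to 0.01, and to 9, 8 and 10 with fry. With the split as a covariate 1 list, cholesterol synthesis, passed on day 2. The cause was not tested.

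With the replicate number as a block, same-numbered libraries correlated at 0.0444 on day 1, -0.0248 on day 2 and 0.112 on day 4. For changes over days the number was instead a block across days, which gave 21 genes in CTRL and 1471 in EXP. The replicate block within days gave 4349, 2213 and 2780 calls on days 1, 2 and 4, and 392 genes with a day-dependent effect. It gave 2095 genes shared over days, and correlations of 0.354, 0.274 and 0.675. Under it 0 lists passed on each day, with 1, 4 and 3 at an unadjusted p under 0.05. The replicate block with the peak-GC offset gave 4337, 2144 and 2533 calls on the 3 days and 554 genes with a day-dependent effect. Same-numbered libraries are different mice.

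The fits that each left out a library gave 4020 to 4790 calls on day 1 (9 fits), 895 to 2152 on day 2 (6 fits) and 1630 to 5011 on day 4 (7 fits). They gave 893 to 2552 genes with a day-dependent effect, 5 to 84 changing over days in CTRL, 1297 to 3342 in EXP and 1653 to 2826 shared over days. The correlations ranged from 0.288 to 0.393 for days 1 and 2, 0.164 to 0.263 for days 1 and 4, and 0.581 to 0.675 for days 2 and 4. The lists passing were 0 on day 1 (1 to 2 at an unadjusted p under 0.05), 0 to 2 on day 2, and 0 on day 4 (0 to 4 at an unadjusted p under 0.05).

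Scaling moved the balance of higher and lower calls. With library totals alone the median log2 fold change of all genes was 0.21, 0.49 and 0.36 on days 1, 2 and 4, and 66.2%, 90.5% and 80.8% of calls were higher, against 47.8%, 58.3% and 60.3% with TMM. On day 1 the peak-GC offset gave 58.4% higher (median 0.10) and the transcript-length offset 58.6%. On day 4 the replicate block with the peak-GC offset gave 47.1% higher. Without the 10 genes with most counts the median was 0.12 on day 2 and 0.11 on day 4.

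The log2 fold changes of the named genes gave 1417 values over the alternatives that refitted the tested genes and the fits that left out a library, of which 1345 kept direction and side of the threshold, 56 lost the call, 8 gained it and 8 reversed. All reversals were of Pecam1 and Epcam, and none of the reversed values passed (adjusted p 0.594 to 0.976). Pecam1 on day 1 became 0.41 with the keratinocyte score, 0.73 on the high side of the split and 0.078 without CTRL replicate 4, with a range of -1.51 to 0.078 over the fits that left out a library. Epcam on day 2 became 0.15 with library totals alone, 0.34 with voom, 0.059 with the keratinocyte score, 0.14 with the replicate block and peak-GC offset, and 0.080 without CTRL replicate 2, with a range of -0.80 to 0.080. The cause of these reversals was not tested. A sex covariate was not run, since all libraries had the same pattern of Xist and Y-linked genes.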

Other observations

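In this part only the counts of other splits were fixed before the data were seen; the tests of the subsets of libraries, apart from that with the same CTRL libraries, and of Cfd and Cidec were chosen after the pattern but before the result of the test, and all others only after the result was seen.

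The calls of each contrast were set against other splits of the same libraries. On day 1, 1 of 100 splits drawn from the 126 possible gave as many genes, the real one, and the next largest count was 2670. On day 2 it was 1 of 10, with a next largest of 0 (285 to 930 genes at an unadjusted p under 0.05 in the other splits), and on day 4 it was 1 of 35, with a next largest of 1591. Among splits that part as many same-numbered pairs as the real one, it was 1 of 16 (next 2012), 1 of 4 (next 0) and 1 of 8 (next 319) on days 1, 2 and 4. On day 2, and among the pair-parting splits of every day, there are too few splits for a share under 0.05. For changes over days it was 1 of 100 in CTRL (next 39) and 1 of 100 in EXP (next 1255).

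Covariates, offsets and other totals left most calls of each day past the threshold in the same direction. On day 1 this held for 88.5% of calls with the split as a covariate, 87.5% with the peak-GC offset, 85.1% with the transcript-length offset, 91.0% with the keratinocyte score and 95.9% without the 10 genes with most counts. On day 2 it held for 87.1%, 93.9%, 92.4% and 92.6% with the last 4 of these. On day 4 it held for 67.4%, 76.6%, 83.2%, 95.9% and 96.8%. The keratinocyte list hardly differed on day 4 (mean log2 fold change -0.0101, camera p 0.801), so its score could remove little there. The mature adipocyte list had a mean log2 fold change of 5.24 on day 4 (camera adjusted p 0.501), with 6 of 6 genes called higher. It was not used as a covariate for these counts, so RNA from adipocytes was not checked for the day 4 calls as a whole. The high side of day 1 gave 2221 genes, and 19 of the 39 other subsets of 3 CTRL and 2 EXP libraries gave as few. Among the 9 with the same CTRL libraries only 1 did (median 2871), so the lower count cannot be told apart from an effect of the split. For the low side of day 4, with a median of 1 gene over the other subsets, the question stays open.

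The 188 genes that varied together across libraries had a median peak GC of 82%, against 72% in other genes of intermediate expression (area under the curve 0.848), and did not differ in transcript length (0.504). The area was 0.820 for the GC of the first bases of the transcript, 0.478 for the last bases and 0.565 for the whole transcript. A hypothesis is that GC-rich stretches were lost to different degrees in library preparation, which was not separated from a loss of the 5' ends. Genes with higher peak GC had lower log2 fold changes of EXP against CTRL, with Spearman correlations across genes of -0.07, -0.15 and -0.20 on days 1, 2 and 4, and longer transcripts did too, with -0.13, -0.12 and -0.21. The median log2 fold change of the genes with a peak GC over 80% was still above 0 on day 1 (0.080) and was -0.27 and -0.43 on days 2 and 4. Genes are not independent replicates.

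The rise of Cfd and Cidec on day 4 came with other markers of mature adipocytes. Adipoq was at 17.2 and 49.0 CPM in day 4 EXP replicates 2 and 3, at 0 in replicate 1 and at 7.97 CPM in day 2 EXP replicate 1 (CPM on library totals here). These transcripts were not confined to EXP. Day 1 CTRL replicate 4 had 1.72 CPM of Adipoq, 7.43 CPM of Cfd and 2.85 CPM of Cidec. In day 4 EXP replicate 1 the mean of 4 other adipocyte markers, -2.48 log2 CPM, lay within the day 4 CTRL range of -3.38 to -1.85. Even so, Cfd was at 1.45 CPM (CTRL at most 0.443) and Cidec at 0.813 CPM (CTRL at most 0.0805). With that mean as a covariate, Cfd had a log2 fold change of 1.40 (adjusted p 0.494) and Cidec 2.32 (adjusted p 0.289). RNA from adipocytes may therefore account for much of the rise in replicates 2 and 3, while the other markers were not raised in replicate 1. The same values would arise if fibroblasts themselves took up this program, and the pattern cannot be told apart from contamination.

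Cwc22, noticed after its values were seen, had 14.5 CPM or less in 7 libraries and 27.3 CPM or more in the other 15. Gm13697 and Gm13694 were lowest in the same 7 (exact p 5.86e-06 for each), and these related sequences may share reads. The 7 comprised 5 CTRL and 2 EXP libraries (two-sided Fisher exact p 0.361), and 0 of them were on the high side of the library split (two-sided Fisher exact p 0.0513). By day they were 1 library of day 1, 2 of day 2 and 4 of day 4, which was not tested. Reads divided among these genes would move counts from one to another, whereas all of them were lowest in the same 7 libraries. This argues against shared reads among them as the cause of the low level, though other related sequences were not examined. A copy-number or strain difference among the mice is a candidate explanation, which was not tested.

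Genes called in one direction on both days 1 and 2, 686 higher and 583 lower, were scored in the day 4 libraries. The day 4 contrast was not used to choose them, but the filter, scaling and spread were estimated with these libraries too. The score was -1.86 to -1.31 in the 4 CTRL libraries and 1.25, 0.56 and 0.19 in the 3 EXP libraries, where replicates 1 and 3 lay at the ends.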
